A study of Mus musculus with 28 samples.

How the data were processed

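RNA-seq was analysed from 28 samples in 3 tables that the authors had scaled separately, so each test stayed within a table. The BMP table held 20 samples of wild-type C57BL/6 mouse small-intestinal organoids. They were 4 untreated controls, 4 samples given BMP2, and 3 each given BMP3, BMP4, BMP5 or BMP7. The TGFb table held 3 untreated and 3 Tgfb-treated organoid samples. The third table held 1 sample of freshly isolated duodenal mesenchymal cells and 1 of the same kind of cells after immortalisation and sorting. Organoids are crypt-derived epithelial cultures grown in a gel matrix. Per the labels' protocols, ligands were added at 500 ng/ml for 24 h. Libraries were made with a KAPA mRNA kit and sequenced as single-end reads on a NextSeq 500, per the labels' protocols. The labels speak of more than 1 sequencing run and do not assign samples to runs, so a run effect could not be separated here. Aligner, counting tool, genome build and annotation version were not stated, so no coordinates are given.

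In the BMP table the deposited values were a signal, namely gene counts divided by 1 size factor per sample. This was read from the values, since the file header gives no method. All values carried at most 3 significant digits. Low values in each column were whole multiples of 1 step, which is what 1 read was worth, from 0.83 to 1.3. Of 180721 values at or below 20 reads, 100% came out whole. Dividing by the step gave 21355283 to 24787665 recovered reads per sample. Values above 999 reads, 21% of the values above 0, are known to 3 digits only. Genes without any read in the table were absent from it. In the TGFb and mesenchymal tables the deposited values were TPM, because each column summed to 1000000 over all genes, although the files are named as normalized counts. TPM keeps no depth, so the depth of those 8 samples is unknown and no count test was run for them.

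Groups were taken from the labels, and 0 columns of per-sample values were left unmapped. Tests used limma 3.58.1 in R 4.3.3 on log2(value + 1), with genes at a mean of at least 10 over the samples of a table. This left 14746 of 29413 genes in the BMP table and 7880 of 55416 in the TGFb table. The 6 groups of the BMP table entered a single fit with an intensity trend, which gives them a common estimate of the spread. Tests were two-sided. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison, and the threshold was 0.05. A log2 fold change is on the log2(value + 1) scale and understates the change of low genes. A group with every sample at or under 3 reads was treated as at the floor, and the fold of the other group's mean against it is given as a lower bound, which single samples can lie below. Floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Differences among the 5 ligands were tested with limma's moderated F-test.

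The comparisons, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The design foresaw edgeR as the test if a table held raw counts. None did, so limma was used as the design set out for other values. The naming rule took, per comparison, the 3 genes that rose most and the 3 that fell most among those past the threshold with a mean of at least 50 and no overlap between the groups. It took 5 each way for BMP2 against BMP4, the 5 smallest p-values of the F-test, the targets Id1, Id2, Id3, Smad6 and Smad7, and the smallest p of each list. Tgfb1, Clu and Sis were chosen after their values were seen. They were left from a first set of 13 genes, narrowed to 3 and kept out of the BMP3 comparison after many BMP3 values had changed sign between alternatives. The tallies of stability are therefore given without and with what was left out.

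The 8 gene lists were BMP target, TGFb target, villus tip, lipid uptake and metabolism, crypt stem and proliferation, adhesion and cytoskeleton, immune modulators, and secretory lineage. Lists were tested with camera, estimating the correlation between genes per list, with adjustment over all lists and comparisons of a table. The fry test and camera with a preset correlation of 0.01 were alternatives. Similarity between ligand effects is the correlation across genes of log2 fold changes. Genes are not independent replicates, so no p-value was attached to it. Comparisons in the BMP table use the same control samples, so the correlation that unchanged groups give was simulated 20 times per pair. The difference between BMP2 and BMP4 in similarity to Tgfb was tested by an exact permutation of the 7 samples over 35 splits. The mesenchymal samples have no replicates and no test. Lists there were placed among 10000 random lists matched on mean expression. They were mesenchymal ligand, mesenchymal identity, non-mesenchymal contaminant and p53 target lists.

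Replicate numbers in the titles were checked for pairing by correlating deviations from the group means. For BMP3, BMP4, BMP5 and BMP7 every same-numbered pair correlated above 0.1 with its control, from 0.16 to 0.55. Those numbers were taken as pairing the samples, on the values alone, since the labels do not say what a number stands for. The fits reported first did not use the numbers. In a fit with the number as a block, 5577 genes of the BMP table differed between numbers. No 2 columns were identical. Pairs of replicates differed by a chi-square per degree of freedom of 14.1 to 77.4 over 24 pairs, above the value of 1 that sampling noise gives.

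Alternatives were other pseudocounts (0.1 and 5), no filter or a mean of at least 50, the same total in every sample, quantile normalization, no intensity trend, the replicate block, only the 2 groups compared, and leaving out each sample. The count tests edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads. A mean of at least 1 TPM and a median-of-ratios rescaling were chosen after seeing the data. The methods were tested on simulated data with 200 changed genes. Simulated counts had a single dispersion of 0.03 and no effect of replicate numbers, and were scaled against the means they were drawn from. Far fewer genes were changed than in the real comparisons other than BMP3, so the rates below need not hold for the real data. limma recovered 198 of them among 14811 genes, with 10 false calls, or 4.81% of calls. The F-test recovered 198 with 16 false calls, or 7.48%. edgeR recovered 199 with 8 false calls. On simulated TPM values limma recovered 200 with 13 false calls among 7666 genes, or 6.1%. An unchanged group of 3 gave 0 calls. A GENCODE M21 annotation was used only for the chromosome of gene identifiers, of which 99.4% of those in the BMP table matched.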

Results

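Expression was measured by mRNA sequencing in mouse small-intestinal organoids treated with single ligands of the Tgfb superfamily, and in mesenchymal cells of the duodenum. Per the series title, the study asks which of these ligands drive the maturation of enterocytes at the villus tip. The BMP table held 4 control, 4 BMP2, 3 BMP3, 3 BMP4, 3 BMP5 and 3 BMP7 samples. Their depth was 21355283 to 24787665 recovered reads per sample, and 1 read was worth 0.83 to 1.3 normalized counts. The TGFb table held 3 control and 3 Tgfb samples in values taken as TPM, with unknown depth. After the authors' scaling, the sum of normalized counts was 19885612 ± 702378 in controls (SD, n = 4), 27350549 ± 1181883 with BMP2 (SD, n = 4) and 26232395 ± 706629 with BMP4 (SD, n = 3). It was 19591646 ± 640376 with BMP3, 20436586 ± 592162 with BMP5 and 20873343 ± 621913 with BMP7 (SD, n = 3 each).

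The first question was how many genes each ligand changed against untreated organoids of its table. By limma with Benjamini-Hochberg adjustment, BMP2 changed 11077 of 14746 genes (75.1%), with 5420 higher and 5657 lower. BMP4 changed 9597 genes, of which 4964 were higher and 4633 lower. BMP7 changed 4773 genes, with 2833 higher and 1940 lower. BMP5 changed 3884 genes, with 2429 higher and 1455 lower. BMP3 changed 0 genes, and 110 genes (0.746%) had an unadjusted p under 0.05. That is below the share of 0.05 that unchanged genes give on average, which points to a conservative test for this comparison. The count of 0 therefore does not show that BMP3 had no effect. Tgfb changed 5065 of 7880 genes, with 2473 higher and 2592 lower. At least 2-fold changes were seen in 6470 genes with BMP2, 4844 with BMP4, 1724 with BMP7, 1375 with BMP5 and 1510 with Tgfb. The direction of change depended on the scaling more than the counts did. With every sample rescaled to the same total, BMP2 had 3601 genes higher and 7820 lower, and BMP4 had 3080 higher and 6896 lower. The rescaling to the same total shifted the median of all genes by -0.45 (log2) for BMP2 and by -0.39 for BMP4. Quantile normalization stayed nearer to the deposited split, with 5396 higher and 5540 lower for BMP2, and 4799 higher and 4929 lower for BMP4. For BMP5 the share of changed genes that were higher was 62.5% as deposited and 49.8% after quantile normalization. For BMP7 it was 59.4% as deposited, 48.5% with the same total and 48% after quantile normalization. The BMP5 count rested on single samples, since it was 2517 without BMP5 replicate III and 2531 without replicate VI. The count tests on recovered reads gave 11110 genes with BMP2, 9667 with BMP4, 4198 with BMP5, 5035 with BMP7 and 0 with BMP3 by edgeR, and 1 with BMP3 by DESeq2.

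**Figure D1:**
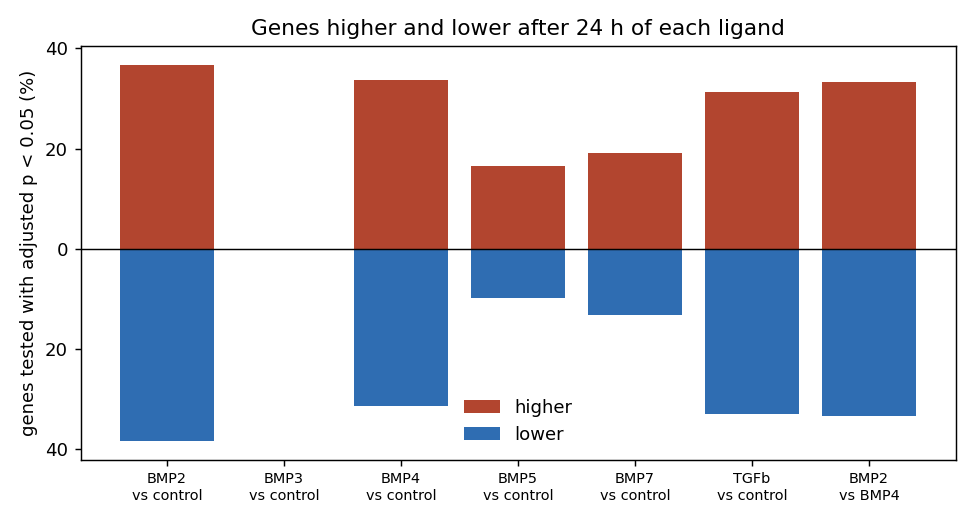
Share of tested genes with an adjusted p under 0.05 (limma) in each comparison, as bars above 0 for genes that were higher and below 0 for genes that were lower, in percent of the genes tested. BMP3 has no bar because 0 genes passed, while BMP2 changed 75.1% of genes.

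The targets Id1, Id2, Id3, Smad6 and Smad7 were examined in each comparison as a check of the labels. Id1 (ENSMUSG00000042745) was at 132.8 ± 27.4 normalized counts in controls (SD, n = 4), 2810 ± 115 with BMP2 (SD, n = 4), 2677 ± 782 with BMP4, 843 ± 206 with BMP5 and 1870 ± 429 with BMP7 (SD, n = 3 each). Its log2 fold changes with these 4 ligands lay between 2.65 and 4.41, and the highest of the limma adjusted p was 7.26e-08. With BMP3 Id1 was at 129 ± 6.24 (SD, n = 3), within the spread of the controls. Id3 (ENSMUSG00000007872) rose from 29.1 ± 5.97 to 1892 ± 197 with BMP2, 2547 ± 555 with BMP4, 187 ± 168 with BMP5 and 844 ± 347 with BMP7. Smad6 (ENSMUSG00000036867) and Smad7 (ENSMUSG00000025880) rose with the same 4 BMP ligands. Id2 (ENSMUSG00000020644) rose with BMP2, BMP4 and BMP7. With BMP5 its log2 change was 0.73 with an adjusted p of 0.122. That p was 0.0291 with replicate numbers as blocks, 0.0434 by DESeq2 and 0.0452 without BMP5 replicate VI, within a range of 0.0291 to 0.573 over 19 alternatives. Id1 also rose with Tgfb, from 8.51 ± 1.07 to 63.6 ± 14.9 TPM (SD, n = 3 each), and Smad7 rose from 1.54 ± 0.236 to 27.8 ± 5.67 TPM (SD, n = 3 each), with a log2 change of 3.49 and a limma adjusted p of 8.05e-06. Id3 and Smad6 were below the filter of the TGFb table. With the filter at a mean of at least 1, chosen after seeing the data, Id3 rose from 2.28 ± 0.428 to 6.88 ± 1.16 TPM (limma adjusted p 0.000766) and Smad6 from 0.562 ± 0.0211 to 2.74 ± 0.23 TPM (0.000602; SD, n = 3 each). Id2 did not rise with Tgfb, with a log2 change of -0.04 and an adjusted p of 0.821. The other targets with BMP3 had log2 changes between -0.14 and 0.18, each with an adjusted p of 1.

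**Figure D2:**
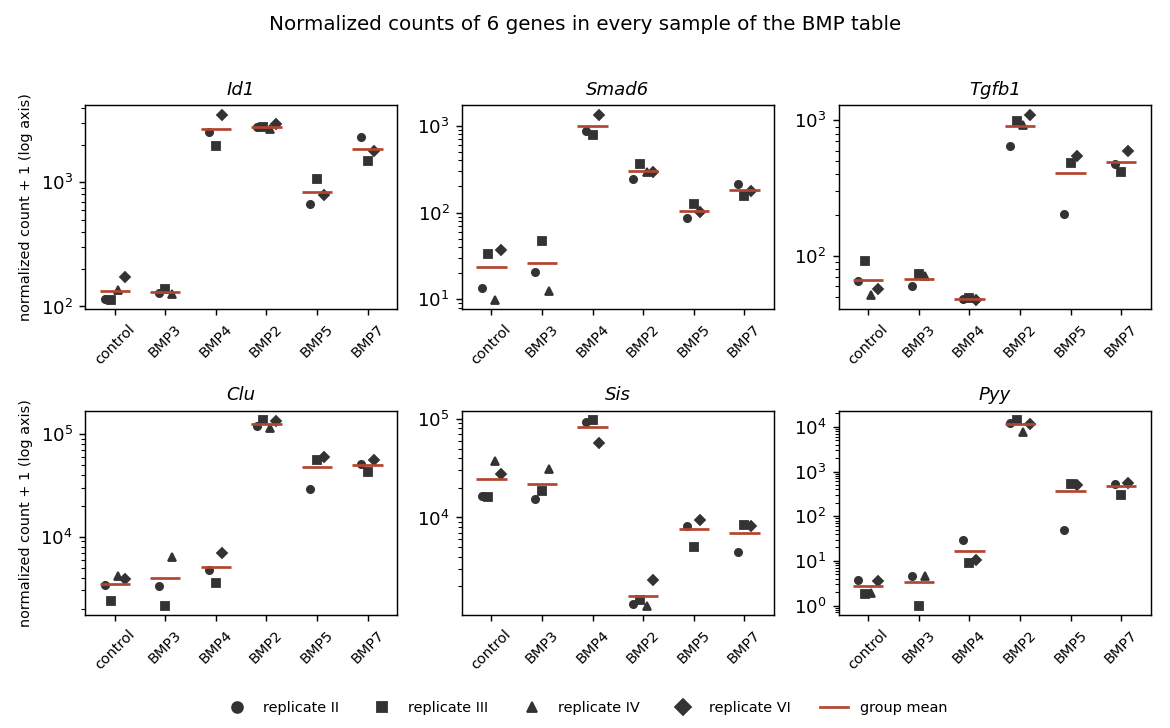
Normalized count plus 1, on a log axis, of Id1, Smad6, Tgfb1, Clu, Sis and Pyy in every sample of the BMP table by group, with replicate numbers as marker shapes and the group mean as a line. Id1 lies between 112 and 171 in controls and between 2700 and 2970 with BMP2, while Tgfb1 rose with BMP2, BMP5 and BMP7 and lay between 46.7 and 47.9 with BMP4.

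The genes with the largest changes under BMP2 were named by the rule fixed beforehand. Pyy (ENSMUSG00000017311), which encodes a gut hormone, was at 1.71 ± 0.991 in controls and 11310 ± 2720 with BMP2 (SD, n = 4 each), at least 4250-fold higher. Acsbg1 (ENSMUSG00000032281) and Krt14 (ENSMUSG00000045545) followed, with log2 changes of 9.41 (SE 0.597) and 9.19 (SE 0.615). Prelp (ENSMUSG00000041577) was at 1056 ± 190 in controls and at least 275-fold lower with BMP2. Olfm4 (ENSMUSG00000022026), a transcript of crypt stem cells, fell by 9.55 on the log2 scale, from 92700 ± 11900 to 193 ± 238. Gvin1 (ENSMUSG00000045868) fell by 9.16, but it belongs to a family of near-identical copies and is uncertain. Under BMP4 the largest rises were Tbx3os2 (ENSMUSG00000086847, at least 119-fold), Pmp22 (ENSMUSG00000018217, log2 7.62) and Tgm4 (ENSMUSG00000025787, at least 72.2-fold). The Tgm4 bound was 44.5-fold without its highest BMP4 sample. Tbx3os2 is a non-coding transcript beside another gene and is uncertain, as the strand of counting is not stated. The largest falls were H2ac24 (ENSMUSG00000094777, at least 77.5-fold, a multicopy histone gene and uncertain), Prelp (log2 -8.00) and Bmp3 (ENSMUSG00000029335, log2 -7.96).

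BMP5, BMP7 and Tgfb had overlapping sets of extreme genes. Cym (ENSMUSG00000046213) rose with BMP5 by 9.86 (SE 1.13, adjusted p 4.78e-06), with BMP7 by 8.39 (adjusted p 1.69e-05) and with Tgfb by 7.38 (adjusted p 1.3e-07), all by limma. With Tgfb it went from 0.162 ± 0.019 to 192.9 ± 22.5 TPM (SD, n = 3 each). The pseudocount of 1 outweighs that control mean, so the Tgfb value understates the rise and cannot be ranked against the others. Pyy rose at least 137-fold with BMP5, at least 175-fold with BMP7, and from 0.682 ± 0.0661 to 446 ± 156 TPM with Tgfb (SD, n = 3 each). Cyp21a1 (ENSMUSG00000024365) was listed at 0 in all 4 controls and was at least 53.7-fold higher with BMP5 and at least 47.7-fold higher with BMP7. Clu (ENSMUSG00000022037) rose from 21.5 ± 5.39 to 3855 ± 232 TPM with Tgfb. The lowest BMP5 sample gave 18.2-fold for Pyy and 16.8-fold for Cyp21a1. The largest falls under BMP5 were Slc14a1 (ENSMUSG00000059336, log2 -3.49), Bmp3 (-3.05) and Mylk3 (ENSMUSG00000031698, -2.94). Under BMP7 they were Gvin1 (-5.92, uncertain as above), Bmp3 (-5.33) and Slc14a1 (-4.78). The Gvin1 change under BMP7 had an adjusted p of 0.0226, which ranged from 0.00757 to 0.146 over 19 alternatives. It was over 0.05 without BMP7 replicate III (0.146), without control replicate IV (0.0536), with a pseudocount of 0.1 (0.057) and by DESeq2 (0.0722). Under Tgfb the largest falls were Defa32 (ENSMUSG00000094818, -5.52), Gstm3 (ENSMUSG00000004038, -4.83) and Gvin-ps3 (ENSMUSG00000095649, -4.63). Defa32 and Gvin-ps3 have near-identical copies and are uncertain. The Defa32 change had an SE of 1.41, with the Tgfb samples at 0 to 46.1 TPM. It was -7.37 to -4.59 across fits that each left out a sample, so its rank is not firm.

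Whether the ligands differ from each other was tested directly. The F-test among the 5 ligands passed the threshold for 12402 genes (84.1%). BMP3, with 0 genes past the threshold against control, is among these ligands. A gene moved alike by all the others can therefore pass, and the count does not separate such genes from differences among the others. The smallest p-values were those of Maged1 (ENSMUSG00000025151), Cd44 (ENSMUSG00000005087), Slain1 (ENSMUSG00000055717), Slc16a12 (ENSMUSG00000009378) and Cdca7 (ENSMUSG00000055612). Cd44 was at 30380 ± 2320 with BMP2 (SD, n = 4) and at 1367 ± 101 with BMP4 (SD, n = 3), against 3600 ± 284 in controls (SD, n = 4). BMP2 and BMP4 differed in 9847 genes, with 4924 higher and 4923 lower under BMP2. The genes highest under BMP2 relative to BMP4 were Pyy (log2 9.61), Alox12 (ENSMUSG00000000320, at least 147-fold), Olr1 (ENSMUSG00000030162, at least 168-fold), Pxdn (ENSMUSG00000020674, at least 182-fold) and Osbp2 (ENSMUSG00000020435, at least 84.5-fold). Without the highest BMP2 sample the Pxdn bound was 96.2-fold and the Osbp2 bound 56.4-fold, and the 3 other BMP2 samples lay below the bound of the mean for both. The lowest were Gvin1 (-9.57) and Ces1f (ENSMUSG00000031725, -8.54), both in families of similar copies and uncertain, then Lct (ENSMUSG00000026354, -7.71), Enpep (ENSMUSG00000028024, -7.42) and Slc28a1 (ENSMUSG00000025726, at least 91.9-fold lower). Lct, the lactase transcript, was at 58.9 ± 61.7 with BMP2 (SD, n = 4) and 9200 ± 1930 with BMP4 (SD, n = 3). Of 7936 genes changed by both ligands against control, 1614 changed in opposite directions.

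Sis, the sucrase-isomaltase transcript (ENSMUSG00000027790), was chosen after its values were seen. It was at 24580 ± 10200 in controls (SD, n = 4), 82400 ± 22100 with BMP4 (SD, n = 3) and 1600 ± 487 with BMP2 (SD, n = 4). BMP2 against BMP4 gave a log2 difference of -5.69 with a limma adjusted p of 5.31e-11. It was lower with BMP5 (log2 -1.66), BMP7 (-1.78) and Tgfb (-2.51). Tgfb1 (ENSMUSG00000002603), chosen likewise, was at 65.7 ± 18 in controls, 913 ± 193 with BMP2, 411 ± 182 with BMP5, 495 ± 91 with BMP7 and 47.3 ± 0.603 with BMP4. In the TGFb table it rose from 1.82 ± 1.21 to 33.8 ± 2.27 TPM (SD, n = 3 each). Under BMP4 the Tgfb1 change of -0.43 had an adjusted p of 0.178, and with the same total in every sample it was -0.82 with an adjusted p of 0.0111. That p ranged from 0.0111 to 0.542 over 19 alternatives. Clu, chosen likewise, was at 3440 ± 768 in controls (SD, n = 4) and 126000 ± 10100 with BMP2 (SD, n = 4). It was at 48300 ± 16400 with BMP5, 50170 ± 6730 with BMP7 and 5087 ± 1730 with BMP4 (SD, n = 3 each). The log2 changes were 5.22 with BMP2, 3.78 with BMP5 and 3.89 with BMP7. With BMP4 its limma adjusted p was 0.137, and 0.036 with replicate numbers as blocks, within a range of 0.036 to 0.803 over 19 alternatives.

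The 8 gene lists were compared next. Medians with Tgfb are on log2(TPM + 1) and those of the BMP ligands on log2(normalized count + 1), so their sizes are not directly comparable. By camera with an estimated correlation, 0 of 48 tests of the BMP table and 0 of 8 of the TGFb table had an adjusted p under 0.05, while 9 and 2 had an unadjusted p under 0.05. The lowest adjusted p were 0.0606 for the TGFb target list under BMP5 and BMP7, and 0.0831 for that list under Tgfb. By fry, 7 lists passed with BMP2, 7 with BMP4, 5 with BMP5, 6 with BMP7, 0 with BMP3 and 6 with Tgfb. With the preset correlation 4, 5, 5, 5, 1 and 4 passed in the same order. Of the preset calls the adhesion list under BMP3 and the crypt list under BMP5 did not hold under fry, where the latter had an adjusted p of 0.0504.

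The lipid list had a median log2 change of 2.39 with BMP4, and 20 of its 20 genes were higher past the threshold, 20 also when adjusted over the list alone. With BMP2 its median was -0.40, with 7 genes higher and 9 lower, and 16 passed when adjusted over the list alone. That median was -0.68 to -0.20 across fits that each left out a sample. BMP2 against BMP4 gave a median of -2.89 for this list, with a camera adjusted p of 0.295 and a fry adjusted p of 5.78e-08. With BMP5 and BMP7 the medians of 0.01 and 0.05 turned negative under both other scalings. Of the 20 genes of this list 4 were higher and 4 lower with BMP5, and 5 were higher and 5 lower with BMP7. With Tgfb the median was 0.26, and of 17 genes 9 were higher and 7 lower. Adjusted over the list alone 10, 11 and 16 genes passed with BMP5, BMP7 and Tgfb. The crypt list had medians of -4.39 with BMP2, -2.47 with BMP4, -0.45 with BMP5, -0.45 with BMP7 and -1.42 with Tgfb. Of its 18 genes in the BMP table, 16 were lower and 1 higher with BMP2, 18 were lower with BMP4, 2 were lower and 1 higher with BMP5, and 6 were lower and 1 higher with BMP7. Of 17 genes in the TGFb table, 15 were lower and 2 higher. Adjusted over the list alone 17, 18, 3, 7 and 17 genes passed, from BMP2 to Tgfb in this order, as many as over all genes. The villus tip list had medians of 3.45 with BMP2, 2.66 with BMP4, 1.20 with BMP5, 1.55 with BMP7 and 1.94 with Tgfb. In that list 15, 18, 12, 15 and 14 genes passed over all genes, and 15, 18, 13, 15 and 14 adjusted over the list alone.

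The BMP target list had medians of 2.09 with BMP2, 3.64 with BMP4, 0.73 with BMP5, 2.52 with BMP7 and 1.35 with Tgfb. The last rests on 4 genes and was -0.21 at a mean of at least 50. In that list 9, 8, 5, 8 and 2 genes passed, as many when adjusted over the list alone. The TGFb target list had medians of 3.16 with BMP2, 0.79 with BMP4, 1.75 with BMP5, 1.84 with BMP7 and 3.21 with Tgfb. Adjusted over the list alone 12, 9, 12, 12 and 9 of its genes passed, against 12, 9, 11, 11 and 9 over all genes. The adhesion list had medians of 2.17, 0.98, 0.77, 0.95 and 1.32 in the same order of ligands. In it 20, 19, 17, 17 and 18 genes passed, and 20, 20, 17, 17 and 18 adjusted over the list alone. The immune list had a median of 0.36 with BMP2, which turned to -0.10 with the same total, and of 0.91 with BMP4, 0.62 with BMP5, 0.59 with BMP7 and 0.53 with Tgfb. Across fits that each left out a sample, its median was 0.33 to 0.95 with BMP2 and 0.83 to 0.97 with BMP4. It was 0.34 to 0.76 with BMP5, 0.29 to 0.78 with BMP7 and 0.32 to 0.59 with Tgfb. In the immune list 15, 12, 11, 11 and 9 genes passed, as many when adjusted over the list alone. The secretory list had a median of 0.06 with BMP4, which turned to -0.34 with the same total, and of -0.83 with BMP2, -0.21 with BMP5, -0.41 with BMP7 and -0.37 with Tgfb. In it 17, 9, 4, 4 and 9 genes passed, and 17, 9, 3, 3 and 9 adjusted over the list alone, from BMP2 to Tgfb as above. With BMP3, 0 genes of each list passed, also adjusted over the list alone, and the medians lay between -0.10 and 0.08.

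The similarity of ligand effects was measured across 14746 genes within the BMP table and across 7772 genes between tables. The BMP5 and BMP7 effects correlated with r = 0.922, against 0.434 in the simulation of unchanged groups with the same controls. BMP2 correlated with BMP7 at 0.802 (simulated 0.466) and with BMP5 at 0.782 (simulated 0.455). BMP2 and BMP4 gave 0.524 (simulated 0.469). BMP4 gave 0.274 with BMP5 (simulated 0.434) and 0.36 with BMP7 (simulated 0.432). BMP3, with 0 genes changed, gave 0.0854 with BMP2, 0.017 with BMP4, 0.208 with BMP5 and 0.17 with BMP7, against simulated values of 0.423 to 0.453. The measured group with 0 changed genes thus lay below the simulation, so the simulated values are not a safe baseline within this table. The Tgfb effect has its own controls, and the simulated values with it lay near 0, at most 0.082. It correlated with the BMP7 effect at 0.931, with BMP5 at 0.929, with BMP2 at 0.872, with BMP4 at 0.393 and with BMP3 at 0.0327. Of 2322 genes changed by both BMP5 and Tgfb, 0 changed in opposite directions. Among 2685 genes changed by BMP7 and Tgfb there was 1, and among 3915 changed by BMP4 and Tgfb there were 892. The difference between BMP2 and BMP4 in their correlation with Tgfb was 0.48, with a two-sided exact permutation p of 0.0286, the smallest that 35 splits can give. Swapping ligands only within replicate numbers gave p = 0.125 by exact permutation, the smallest that 8 splits can give.

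**Figure D3:**
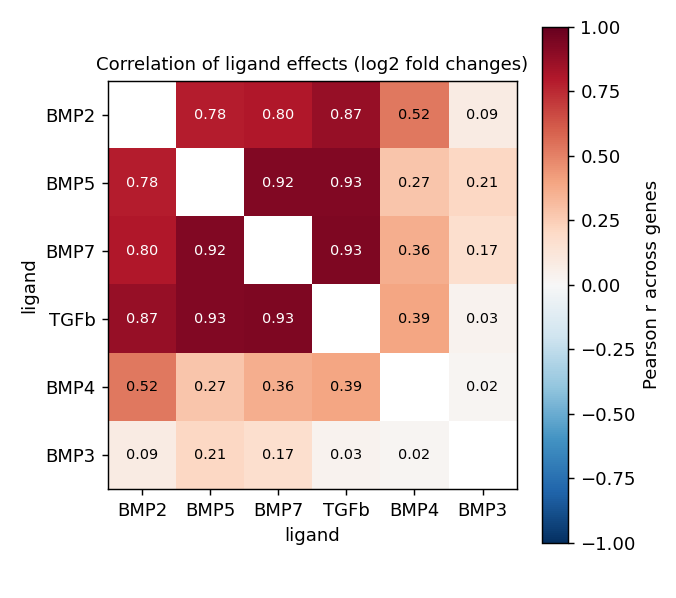
Pearson correlation across genes of log2 fold changes for each pair of ligands, on a colour scale from -1 to 1. BMP2, BMP5, BMP7 and Tgfb form a block with values of at least 0.782, and BMP3 lies near 0 with Tgfb (0.0327).

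**Figure D4:**
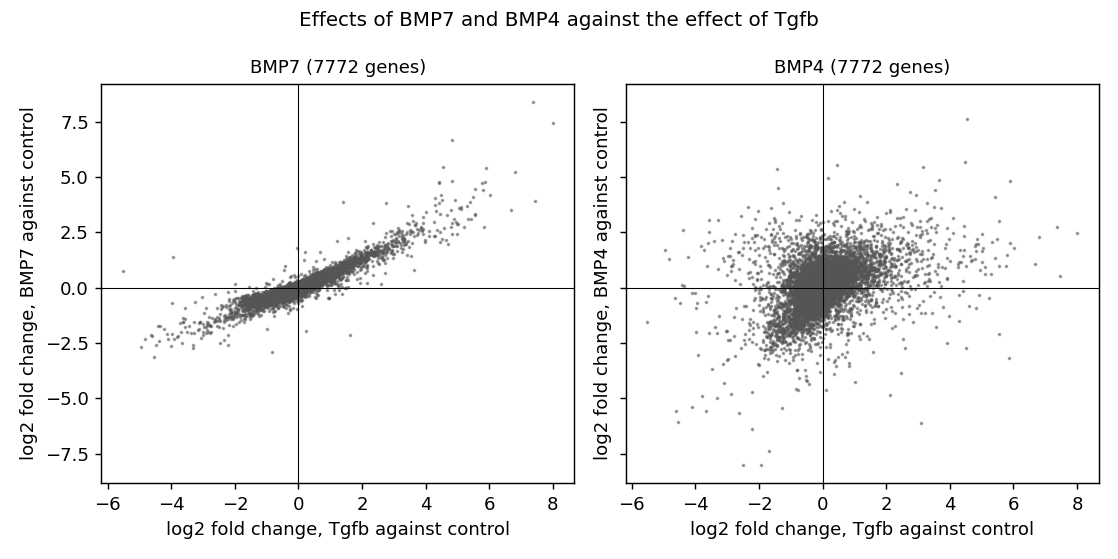
Log2 fold change of each of 7772 genes with BMP7 (left) and BMP4 (right), on the y axis, against the log2 fold change with Tgfb in its own table, on the x axis. The BMP7 points follow a line (r = 0.931) and the BMP4 points scatter (r = 0.393).

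The mesenchymal table compared freshly isolated duodenal cells of a Pdgfra-H2BeGFP mouse with cells immortalised by HPV16 E6 and sorted for green fluorescence. With 1 sample each the differences have no replicate check. Log2 values of the samples correlated at 0.873 across 13652 genes. Pdgfra (ENSMUSG00000029231) was at 37.5 TPM in fresh and 112.7 TPM in immortalised cells. Of the ligands, Bmp4 (ENSMUSG00000021835) was at 150.7 and 54.95 TPM, in fresh and immortalised cells in this order. Bmp1 was at 135 and 101 TPM, Tgfb3 at 109.9 and 110.2 TPM, Tgfb1 at 40.3 and 34.4 TPM, and Tgfb2 at 24.7 and 39.2 TPM. Bmp6 was at 6.25 and 1.43 TPM, Bmp2 at 1.05 and 0.203 TPM, and Bmp3 at 0.103 and 0.262 TPM. Bmp5 was at 0.718 TPM and Bmp7 at 0.219 TPM in fresh cells, and both were listed at 0 in immortalised cells. The median log2 ratio of the mesenchymal ligand list was -0.53, at percentile 0.35 of random lists. The mesenchymal identity list had a median of -0.85 and the non-mesenchymal contaminant list of -2.57, both below all 10000 random lists. The p53 target list had a median of -0.10, at percentile 15. Of the genes with the largest differences Col14a1 (ENSMUSG00000022371) fell from 344 to 0.876 TPM. The others named by the rule were pseudogenes, small RNAs and unnamed gene models, and are uncertain in these libraries.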

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

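The tests in this part were chosen after the results were seen, except the test of a weaker response in BMP2 replicate VI. In the groups of 4 samples, 138 values of named genes were examined for a sample far from the other 3. There were 12 such values, against 6.9 that chance gives, so some of them are expected without any cause.

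BMP2 replicate VI stood apart from the other BMP2 samples on 3 genes. Olfm4 was at 549 normalized counts there and at 66.5 to 88.5 in the others. Nlrp6 was at 228 there and at 60.2 to 88.2 in the others, and Lct was at 151 against 22.7 to 37.1. Fewer reads are argued against, since the sample had 22.9 (in units of 1e+06) recovered reads, within the range of the BMP2 group. A candidate explanation is a weaker response in that sample. Untreated material is argued against as the only source for these 3 genes. Lct at 151 lay within the 104 to 392 of the controls. Olfm4 and Nlrp6 lay far below the controls, at 84000 to 110000 and 5420 to 7670. A single share of untreated material cannot give all 3 values. The effect of BMP2 replicate VI on all changed genes was regressed on the mean effect of the other 3 samples. Its slope was 0.938, below the 0.985, 1.02 and 1 of the others. With 4 samples 1 must be the lowest, so this remains a hypothesis. What would cause a weaker response stays open, and a property of the culture under that number was not separated from it.

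Among the untreated samples, replicate IV had Neurog3 at 193 (others 110 to 123), Pxdn at 145 (others 4.13 to 13.3) and Tbx3os2 at 0.887, which is 1 read, with 0 in the others. Replicate VI had Cdh17 at 20200 (others 18000 to 18100), Cym at 26.4 (others 0 to 4.44) and Maged1 at 1560 (others 1660 to 1680). A property of the replicate number, and not of the single sample, may lie behind some of these. Counted over every group with that number, the same-numbered sample was the most extreme in the same direction for 3 of the 6 genes, which left this open. After that result was seen the rule was changed to leave out Tbx3os2, which rests on 1 read in control, and groups with the gene at or under 3 reads. This removed Neurog3 in BMP2, at 1 read in every sample. It also removed Tbx3os2 in BMP2, where replicate IV was at 41.2, within the 34.1 to 56.3 of the others, and so spoke against the explanation. By the changed rule it was so for 4 of 5 genes, namely Cdh17, Cym, Pxdn and Neurog3, and with Tbx3os2 counted for 4 of 6. Chance gives this in 0.926% for Cdh17 and for Cym, which have 4 such groups each, in 8.33% for Pxdn and in 33.3% for Neurog3, which has 1 group. For Maged1 it was so in 0 of 4 groups, which argues against the replicate number for that gene. These genes were picked for a far control and the rule was changed after its result, so this is a hypothesis only. The labels do not say whether a number marks an animal, a culture or a day, and no biological explanation was tested.

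The last 3 far values were in the BMP2 group, where the other BMP2 samples were at 0. Gvin1 was at 23.5 in replicate IV, well above the floor of 3 reads. In replicate II Prelp was at 2.27 and Slc14a1 at 3.41. The values of Prelp and Slc14a1 are a few reads, which depth alone does not separate from 0. Gvin1 has near-identical copies, so reads placed on one copy or another stay open as a technical source, which was not tested.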

How the results depend on the processing

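Of 4142 alternative values over 256 results, 3928 kept their direction and their side of the threshold, or moved within the spread or 1.5 times the count, and 214 did not. There were 155 results that kept both under every alternative computed. Among single genes and lists, 81 alternatives brought a result past the threshold, 9 took it away and 49 turned a direction, and 17 single mesenchymal values moved. These tallies favour stability, because 13 genes chosen after seeing the data were narrowed to 3, without BMP3, once many BMP3 values had turned. What was left out came to 1164 alternatives over 62 results, of which 43 turned a direction, 24 brought a result past the threshold and 14 took it away. For BMP3 1 of 12 such results was unchanged throughout. Under BMP2 Alpi, at 0.45 with an adjusted p of 0.0394, ranged from -0.18 to 0.59, turned direction under 2 alternatives and lost the call under 6 others. With all of these, 5011 of 5306 alternatives were unchanged and 295 were not, and 193 of 318 results were unchanged throughout. Where no cause is named, the cause was not tested.

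For counts of genes, BMP3 had 1 gene by DESeq2 and 6 with only the 2 groups compared, and 0 to 1 genes across the 7 fits that each left out a sample, with 1 without BMP3 replicate II. BMP5 had 2517 to 4301 genes across such fits, with 2517 without BMP5 replicate III and 2531 without replicate VI. The Tgfb count was 7855 without a filter, 1749 at a mean of at least 50 and 7348 at a mean of at least 1 (chosen after seeing the data), as more or fewer genes were tested. No count test was run for Tgfb, as TPM keeps no depth, and the same total moves nothing in TPM columns. With the same total 9412 BMP2 calls were shared with the scaling as deposited, 9256 of them in the same direction. For BMP4 7737 were shared, 7712 in the same direction.

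The number of lists under 0.05 followed the test. By fry it was 7 for BMP2, 7 for BMP4, 5 for BMP5, 6 for BMP7, 7 for BMP2 against BMP4 and 6 for Tgfb. By camera with a preset correlation it was 4 for BMP2, 1 for BMP3, 5 for BMP4, 5 for BMP5, 5 for BMP7, 3 for BMP2 against BMP4 and 4 for Tgfb. With the same total in every sample it was 2 for BMP2, 2 for BMP5 and 3 for BMP7. It was 0 to 1 for BMP5 across fits that each left out a sample. The list was the TGFb target list, with an adjusted p of 0.0015 without BMP5 replicate II, 0.0477 without III and 0.0446 without VI, in a range of 7.63e-09 to 0.199 over 16 alternatives.

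With the replicate numbers as a block, no gene count moved by 1.5 times, from 0 for BMP3 to 11860 for BMP2 and 5738 for BMP5. The numbers did not meet the pairing rule for BMP2 (0.018 to 0.42), for Tgfb (-0.019 to 0.14) and for BMP2 against BMP4 (-0.04 to 0.3). Among the 256 results the calls that changed under the block were Id2 with BMP5, Clu with BMP4 and the permutation test below, and no other. Over all genes many more calls changed. The block gave 5738 genes for BMP5 and 6689 for BMP7, against 3884 and 4773 without it. Of these, 3877 and 4746 were shared. Directions turned for BMP3 in Id1 (0.0357), Id2 (-0.0635), the TGFb target list (0.00822), the villus tip list (0.0918) and the secretory list (-0.037). The BMP5 lipid list turned to -0.00995, and the correlation of BMP3 and BMP4 moved to 0.0804.

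Correlations of BMP3 with other ligands turned or moved most. With BMP4 it was -0.0521 at a mean of at least 50, -0.0349 with a pseudocount of 5, -0.0103 over changed genes only, and -0.0228 to 0.107 across fits that each left out a sample. Across such fits it was 0.146 to 0.303 with BMP5, 0.0984 to 0.266 with BMP7 and -0.0431 to 0.137 with Tgfb. With BMP7 it was 0.269 over changed genes. BMP2 and BMP7 gave 0.833 over changed genes and 0.769 to 0.809 in fits without a sample, with 0.769 without BMP7 replicate VI. BMP2 and Tgfb gave 0.889 at a mean of at least 50. BMP5 and BMP7 gave 0.957 at a mean of at least 50 and 0.960 over changed genes. BMP7 and Tgfb gave 0.906 to 0.932 in fits without a sample. The difference between BMP2 and BMP4 in similarity to Tgfb was 0.48 with swaps within the replicate block, with an exact permutation p of 0.125. It was 0.458 to 0.4996 in fits without a sample, where leaving out a BMP2 or BMP4 sample gave an exact permutation p of 0.1 over 20 splits or 0.0667 over 15. These are the smallest p-values such designs can give and say nothing on stability.

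Small values turned direction. With BMP3 the fits without a sample gave -0.0949 to 0.11 for Id1, -0.11 to 0.16 for Id2, -0.33 to 0.62 for Smad6, -0.33 to 0.0314 for Smad7 and -0.40 to 0.16 for Id3. They gave -0.084 to 0.0891 for the BMP3 TGFb target list, -0.067 to 0.0657 for villus tip, -0.0301 to 0.10 for secretory and -0.25 to 0.0414 for lipid. They gave -0.19 to 0.0732 for Id2 with Tgfb, -0.0941 to 0.33 for Id1 in BMP2 against BMP4, -0.00245 to 0.16 for the BMP4 secretory list, -0.16 to 0.0771 for the BMP5 lipid list and -0.22 to 0.22 for the BMP7 lipid list. With the same total, Id1 and the BMP target list with BMP3 were at 0.000276, the BMP2 immune list at -0.10, the BMP4 secretory list at -0.34, the BMP5 lipid list at -0.0294 and the BMP7 lipid list at -0.0246. Quantile normalization gave -0.0523 and -0.0906 for the BMP5 and BMP7 lipid lists. At a mean of at least 50 the BMP target list was at 0.0238 with BMP3 and -0.21 with Tgfb, where fewer genes remained. In BMP2 against BMP4 the Id2 difference had an adjusted p of 0.00367 to 0.0965 over 19 alternatives, and Id3 one of 0.0461 to 0.651.

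In the mesenchymal table a pseudocount of 5, which shrinks ratios of low genes, moved the ligand list to -0.41, the identity list to -0.74 and the contaminant list to -1.06. Centring on the median ratio turned Tgfb3 to -0.0626. At the depth of the BMP table a count of up to 3 reads was read as the floor, which limits folds against Pyy, Prelp, Cyp21a1 and other low genes to lower bounds.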

Other observations

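The tests in this part were chosen after the results were seen, except those of a response common to every ligand, of stomach cells, of a donor segment and of both X chromosomes being active.

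The gene counts were set against other splits of the same samples. Of 35 splits, 1 gave as many genes as the real one for BMP2, for BMP4, for BMP5, for BMP7 and for BMP2 against BMP4. The highest counts of other splits were 1 for BMP2, 7400 for BMP4, 1623 for BMP5, 2291 for BMP7 and 7849 for BMP2 against BMP4. The median count of other splits was 0 in each of these comparisons. Where the groups differ in size, the other splits include those that exchange the labels of all but 1 sample. Such splits keep most of the real difference, so a high count there need not be one of false calls. For BMP3 35 of 35 splits gave at least the real count of 0 genes, which a count of 0 fixes beforehand, so this tests nothing. For Tgfb 1 of 10 splits gave as many, and 10 splits cannot give a share under 0.05. For the F-test 1 of 100 drawn splits gave as many, and the highest other count was 8924. Among the 8 splits that part all 3 numbered pairs, 1 gave as many for BMP4, for BMP5 and for BMP7, and 8 splits cannot give a share under 0.05. The highest other counts there were 6804 for BMP4, 968 for BMP5 and 1523 for BMP7. The exchange of labels in all 3 pairs is among these splits.

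The BMP2, BMP5 and BMP7 effects resembled the Tgfb effect measured against other controls. No control sample was used on both sides, by design. A response common to every active ligand is argued against, as the partial correlation of BMP7 and Tgfb given the BMP4 effect was 0.92, with a plain one of 0.931. A Tgfb-like effect alone under BMP7, without a BMP part, was tested by 5 rules, each written after the values of the earlier ones were seen. By the first rule 3 of the 4 genes Id1, Id3, Smad6 and Smad7 were higher under BMP7 by over 2 standard errors and Smad7 was lower, which left it open. By the second the median difference of the log2 ratios of means was 0.821, which left it open. The third rule took the BMP target list but left out Smad7, the gene that had gone the other way. Its 5 targets in both tables lay a median of 1.92 above the line of the BMP7 on the Tgfb effect over 12072 genes. With the whole list fixed beforehand, Smad7 included, the median of 6 targets was 1.85, and Smad7 lay 0.49 above the line. On log2 ratios of means it was 1.75. Each of these was at percentile 100 of 10000 matched lists, where 5 rules require 99.5. They argue against a Tgfb-like effect alone under BMP7, but they rest on 6 genes and on later rules, so this is a hypothesis only. In a fit of both effects, BMP4 added little for BMP7, where Tgfb alone and both gave 86.6% of the variance. For BMP5 the share was 86.4% with Tgfb and 86.9% with both. For BMP2 BMP4 did add, from 76.1% to 80.9%, with a slope of 0.344 on the BMP4 effect. Secretion of Tgfb by the organoids could be a source, as the Tgfb1 transcript rose with BMP2, BMP5 and BMP7 and did not rise with BMP4. The smallest of these rises was 2.54 (log2) with BMP5, and 2.28 to 2.98 in fits without a sample. Tgfb activity in the added proteins would give the same values, since Tgfb1 also rose with Tgfb itself, and the sources cannot be told apart in this design. A biological effect of these ligands through the same pathway also stays open.

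BMP2 and BMP4 differed in direction. A common response at different strengths is argued against, as 482 of 3255 genes changed at least 2-fold by both went in opposite directions. The authors' scaling is argued against as the whole cause, as 456 such genes were found with the same total and 393 after quantile normalization. A difference between the ligands, or between the protein preparations, stays open as a hypothesis.

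Gastric transcripts were high in every replicate IV sample. Muc5ac was at 680 in control, 618 with BMP2 and 1440 with BMP3, against at most 7.11 in the other samples of those groups. An effect of the ligand is argued against, as Gkn2 was at 680 in the untreated replicate IV sample and at most 6.22 in the other controls. Stomach cells in that culture could be a source. Of 13 markers with values already seen, 6 were highest in replicate IV of all 3 groups. Of 6 tested markers not looked at before, 2 were, namely Psca and Mucl3, where chance gives 2.08% per gene. The others, Vsig1, Capn8, Aqp5 and Atp4a, were not, and Atp4a was at 22.2 in control IV against 24 to 33.7 in the other controls. The organoids of other numbers also expressed several markers, such as Anxa10 and Ctse, so stomach cells cannot be told apart from a change in cell state. BMP4 replicate VI also had Gkn2 at 176 and Muc5ac at 116.

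Transcripts of 3 genes were present in each of the 5 replicate VI samples and at most at 1.19 in the 15 others, while replicates II, III and IV had 0 such genes. They were Gm15610, at 86.6 to 171, Gm16867, at 25.3 to 105, and Gm27177, at 40.5 to 158. A variant of the donor animal in a single chromosomal segment was considered as the source. In the annotation Gm16867 and Gm27177 lie on chromosome 14 and Gm15610 lies on chromosome 5. As annotated, a single segment cannot hold all 3 genes, which argues against it as the source of the whole set. For the 2 genes on chromosome 14 it stays open. A share of 0.15 of 10000 random sets had as many on 1 chromosome, so 3 genes are too few to decide. The labels do not state whether samples of that number had a common origin, and no biological explanation other than a donor variant was tested.

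In the mesenchymal table Xist was at 98.8 TPM in fresh and 1.5 TPM in immortalised cells. Activity of both X chromosomes to the point of doubling X-linked transcripts is argued against. The X-linked median ratio exceeded the autosomal one by 0.0594 (log2) over 256 X-linked genes, far below a doubling. That difference was at percentile 96.3 of matched autosomal lists, in the direction such activity predicts. Activity in part of the cells or of the genes is therefore not excluded, with 1 sample each. Cells of a male animal that kept the Y chromosome are argued against, as Ddx3y, Uty, Kdm5d and Eif2s3y were at 0 in the immortalised sample. Of 1548 Y-linked genes, 4 were above 1 TPM there, at up to 73.1 TPM, and at up to 96.8 TPM in the fresh sample. Loss of an X chromosome or of Xist expression in culture stays open and was not tested. Cdkn2a was at 18.3 and 330.9 TPM, Cdkn1a at 292 and 147.2 TPM, and Mdm2 at 85.2 and 115.4 TPM, in fresh and immortalised cells in this order.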
